A study of Homo sapiens with 19 samples. Its data were reported in "Wnt signaling preserves progenitor cell multipotency during adipose tissue development" (2023).

How the data were processed

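RNA was measured in 19 libraries of human mesenchymal progenitors grown out of adipose tissue, from cells of 2 donors, called donor A and donor B here. Groups were taken from the sample labels. Day 0 progenitors, adipogenic, chondrogenic and osteogenic cells had 4 libraries each (2 per donor). Non-induced cells had 3 libraries (2 of donor A and 1 of donor B). All groups except day 0 progenitors were collected at day 3.

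The authors prepared stranded mRNA libraries, sequenced them as single-end reads on a NextSeq 500, and mapped and quantified them with RSEM in the DolphinNext pipeline against the human build hg19. Versions and the gene annotation were not stated. The authors deposited gene-level TPM (transcripts scaled to a fixed total of 1000000 per library), with 1 column per library and genes named by symbol. The deposited TPM had at most 2 decimals and filled that total within rounding. TPM keeps no record of read number, so it does not give the depth of each library. No interval or detection limit based on counts was computed. The paper states that raw reads and processed counts were deposited, but neither was used here. A gene that takes more of a library's transcripts lowers the TPM of every other gene in it. Short genes can reach high TPM from few reads. The table gave no coordinates, and the reference used here was a different build (hg38), so no gene positions are given except for a sequence match that names its build. Every column of the table was assigned to a sample.

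The authors analysed counts with DESeq2. The values used here are not counts, so log2(TPM + 1) was tested with limma (version 3.58.1, R 4.3.3; lmFit, and eBayes with a mean-variance trend). Fold changes on this scale understate the change of genes with low values. Of 25807 genes, 14547 with a TPM of at least 1 in at least 3 libraries were tested and 11260 were left out. The model held a mean for each of the 5 groups and a donor term, over all 19 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change of at least 1. Errors of fold changes are standard errors (SE), and errors of TPM are standard deviations (SD) over libraries. The difference between donors in the response to an induction was tested against day 0 progenitors with a mean for each donor and group.

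Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with fry and an estimated correlation beside it. The ADIPOQ+ and SWAT signatures hold 40 genes each, which the study picked from single cells of another donor; their names were read from a figure of the study. Of these, 39 and 40 were tested. Lists of adipocyte, cartilage, bone and progenitor markers, Wnt targets and Wnt pathway genes came from the study. The study used COMP and FRZB as early lineage markers that it had defined beforehand. It may have defined them with the libraries used here, so these genes were not chosen independently of the data. Lists of glucocorticoid, TGF-beta and cAMP response, proliferation and Wnt feedback genes were written for this work. Adjusted p-values covered 6 signature tests and 20 response tests. Principal components used the 1000 most variable genes, as in the study. Scripts were tested on simulated data, where 98% of 200 changed genes were called in the right direction. Of 13878 other genes, 6 were called, and these others included a short list shifted by less than the fold change limit. The changed genes left out those of low mean expression and were shifted beyond the limit. The test therefore does not cover genes near the filter or the limit.

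The lists, the design, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names every gene of the marker lists and of the Wnt targets, while the Wnt pathway list is given by counts. It also names, for the 3 contrasts against non-induced cells and for non-induced cells against day 0 progenitors, the 3 genes with the highest and the 3 with the lowest log2 fold change among called genes whose mean TPM reached 10 in one of the groups and whose libraries did not overlap between the groups within either donor. The alternatives were a pseudocount of 0.1, no filter, a filter at a TPM of 5, median-ratio scaling, quantile normalization, no donor term, a replicate block, a fit of the compared groups alone, each donor alone, no fold change limit, an adjusted p under 0.001, the 500 most variable or all tested genes for the principal components, and leaving out each library in turn.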

Results

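Multipotent progenitors from adipose tissue of 2 donors were profiled before induction and after 3 days in DMEM with serum alone (non-induced) or with an adipogenic, a chondrogenic or an osteogenic cocktail. The adipogenic cocktail held IBMX (a phosphodiesterase inhibitor), dexamethasone (a synthetic glucocorticoid) and insulin. The chondrogenic cocktail held dexamethasone, TGF-β1, ascorbate and pyruvate, and the osteogenic cocktail held β-glycerophosphate, dexamethasone and ascorbate. Expression was given as TPM for 25807 genes in 19 libraries, of which 14547 genes were tested. The read depth behind these values was not examined. Between 12863 and 13539 genes had a TPM of at least 1 in a library, and the 10 most abundant genes took 8.09% to 11.4% of the transcripts. Replicates of one group and donor correlated with r from 0.974 to 0.992 across genes, and libraries of different groups from the same donor with r from 0.880 to 0.967. No replicates were identical.

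To compare the profiles as a whole, principal components were computed. The first component held 39.3% of the variance and the second 21.8%. Adipogenic libraries had a mean score of 47.8 ± 6.59 (SD, n = 4) on the first component and chondrogenic libraries −35.7 ± 6.15 (SD, n = 4). Day 0 progenitors were set apart on the second component, at 40.3 ± 0.732 (SD, n = 4). On the fourth component, donor accounted for 77.1% of the variance. A pseudocount of 0.1 moved the share of the first component most, to 28.1%.

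**Figure D1:**
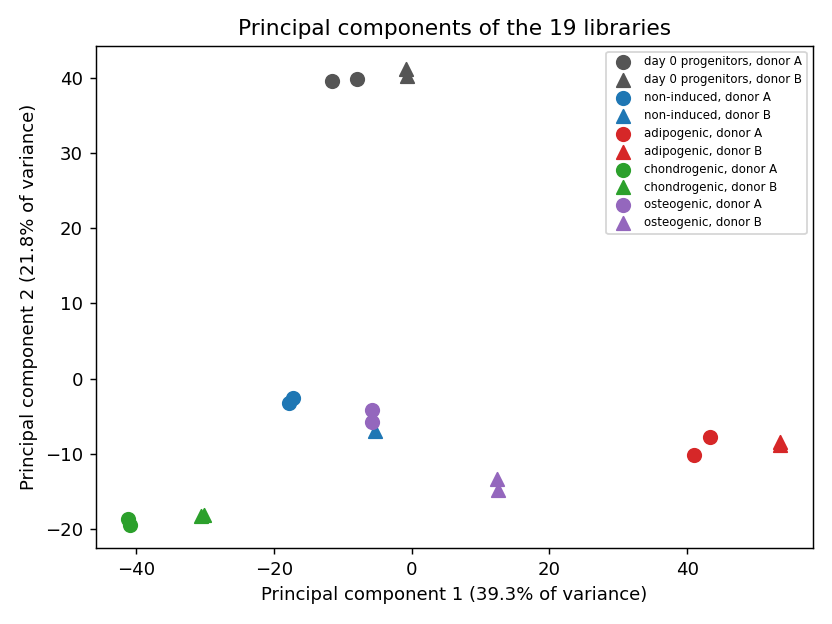
Scores of the 19 libraries on principal components 1 (39.3% of variance) and 2 (21.8%) of log2(TPM + 1); each point is 1 library, colours are groups, circles donor A and triangles donor B. Day 0 progenitors lie apart on the vertical axis, and adipogenic and chondrogenic libraries at opposite ends of the horizontal axis.

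The effect of each cocktail was assessed against non-induced cells of the same day. Adipogenic induction gave 2360 called genes, 652 higher and 1708 lower. Chondrogenic induction gave 1276 (526 higher, 750 lower) and osteogenic induction 570 (259 higher, 311 lower). The osteogenic majority changed side with the scaling, to 298 higher and 278 lower after median-ratio scaling and 312 higher and 286 lower after quantile normalization. Without the fold change limit the adipogenic count rose to 7584. The median log2 fold change of all tested genes was −0.18 in the adipogenic contrast, and the direction of the calls moved with the scaling of the libraries. Higher genes made up 27.6% of the adipogenic calls as deposited, 42.0% after median-ratio scaling and 44.5% after quantile normalization. The median of all genes moved to 0.0140 and 0.0352 under these scalings. Genes for microRNAs and small nucleolar RNAs, whose TPM is uncertain because they are short, made up 14, 9 and 6 of the called genes in the 3 contrasts.

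Single genes were ranked among the called genes that passed the limits on TPM and overlap of the naming rule. In the adipogenic contrast, those with the largest increase were ADIPOQ, CIDEC and PLIN1. ADIPOQ rose from 4.84 ± 7.31 (SD, n = 3) to 422 ± 294 TPM (SD, n = 4), a log2 fold change of 6.36 (SE 0.37, limma adjusted p = 1.42e-10). The log2 fold change was 6.18 for CIDEC and 5.61 for PLIN1. The largest decreases were those of CEMIP (−6.23), ACKR4 (−5.44) and GREM1 (−5.32). CEMIP fell from 205 ± 50.1 (SD, n = 3) to 1.55 ± 1.37 TPM (SD, n = 4).

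In the chondrogenic contrast, COMP rose from 26.6 ± 10.2 (SD, n = 3) to 4153 ± 1997 TPM (SD, n = 4), a log2 fold change of 7.37 (SE 0.32, limma adjusted p = 1.20e-11). COL10A1 rose by 7.03 and DPT by 6.92 on the log2 scale. CD36 (−5.51), COLEC12 (−4.58) and BDKRB2 (−4.50) had the largest decreases. In the osteogenic contrast, CIDEC (5.35), LEP (3.64) and HP (3.63) had the largest increases, and SFRP4 (−4.65), LINC01050 (−3.75) and PLXDC1 (−3.48) the largest decreases. CIDEC was at 13.3 ± 15.2 TPM in non-induced (SD, n = 3) and 457 ± 116 TPM in osteogenic libraries (SD, n = 4).

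Lineage markers were then compared across the cocktails. The 4 adipocyte markers (ADIPOQ, PLIN1, LPL and FABP4) were all called higher in adipogenic and in osteogenic cells than in non-induced cells, and all 4 were called lower in chondrogenic cells. The chondrogenic calls of ADIPOQ (−1.36) and LPL (−1.38) rested on the non-induced library of donor B, without which the values were −0.78 and −0.85 and neither was called. Without the donor term none of the 4 was called in chondrogenic cells, nor were LPL and FABP4 in osteogenic cells. In osteogenic cells the log2 fold change was 2.34 for ADIPOQ (SE 0.37, limma adjusted p = 0.000200), 2.87 for PLIN1, 1.55 for LPL and 2.77 for FABP4. Non-induced levels of ADIPOQ differed between donors, with 0.50 and 0.75 TPM in the libraries of donor A and 13.3 TPM in the single library of donor B. Of the 4 cartilage markers, COMP and COL10A1 were tested and called higher in chondrogenic cells, while ACAN and COL2A1 stayed below the filter. COMP was also called higher in adipogenic cells (1.52), though not without the donor term (1.31). Of the 5 bone markers, FRZB was called higher in osteogenic cells, at 9.30 ± 2.02 TPM (SD, n = 4) against 0.28 ± 0.356 (SD, n = 3), a log2 fold change of 3.02 (SE 0.21, limma adjusted p = 2.46e-08). ALPL was called lower in osteogenic than in non-induced cells (−1.07, SE 0.14, limma adjusted p = 4.11e-05), but was not called without the non-induced library of donor B (−0.95), without replicate 1 (−0.9985) or replicate 2 (−0.98) of osteogenic donor B, in donor A only (−0.73) or without the donor term (−1.30, limma adjusted p = 0.119). It was also called lower in adipogenic (−1.48) and chondrogenic cells (−2.59). SMOC2 was called higher in chondrogenic cells (1.39). In adipogenic cells SMOC2 (−0.67) and FRZB (0.89) were not called, but with a pseudocount of 0.1 SMOC2 was called lower (−2.06) and FRZB higher (2.29), and FRZB was also called after quantile normalization (1.05) and without replicate 2 of non-induced donor A (1.11). BGLAP was not called in any of them, and SPP1 was below the filter. COMP and FRZB may have been chosen as early markers from these same libraries. The chondrogenic call of COMP and the osteogenic call of FRZB are therefore no independent test of these markers. Over each of the adipocyte, cartilage and bone lists, the number of genes at an adjusted p under 0.05 was the same when adjusted over the list alone as over all genes tested, with 4, 1 and 3 genes in the adipogenic contrast.

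**Figure D2:**
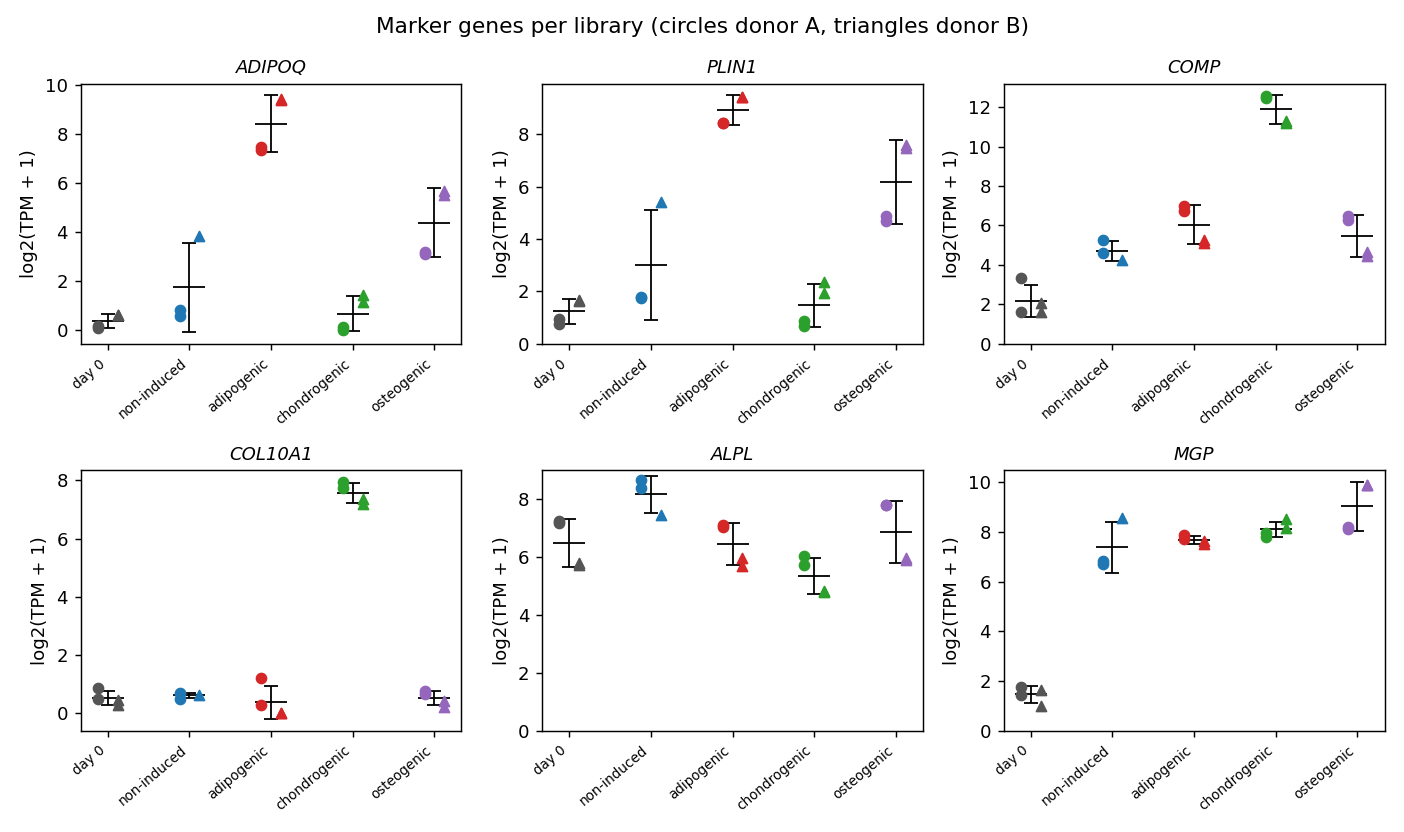
log2(TPM + 1) of 6 genes by group; each point is 1 library (circles donor A, triangles donor B), and bars show the mean ± SD over 4 libraries, or 3 for non-induced cells. ADIPOQ and PLIN1 were highest in adipogenic cells, COMP and COL10A1 in chondrogenic cells, and MGP rose from day 0 in every day 3 group.

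The progenitor markers THY1, ENG and NT5E were all called lower in adipogenic than in non-induced cells (−2.20, −1.38 and −1.75). NT5E was also called lower in chondrogenic cells (−2.03), and none of the 3 was called in osteogenic cells. Of the 5 Wnt targets, SFRP2 (−1.46), DPP4 (−4.50) and WISP2 (−5.17) were called lower and SNAI2 higher (1.28) in adipogenic cells. DPP4 and WISP2 were called lower in all 3 inductions, but the chondrogenic call of WISP2 (−1.14) was lost in 4 of the fits that each left out 1 library, where it came to −0.86 without replicate 2 of chondrogenic donor A, and was also lost without the donor term (−1.30, limma adjusted p = 0.0745). SFRP2 was called higher in chondrogenic (1.51) and lower in osteogenic cells (−1.05), but the osteogenic value was −0.86 without the non-induced library of donor B, −0.98 without replicate 1 of osteogenic donor A and −0.99 after median-ratio scaling, with no call in each. DKK1 was not called in any induction. Among the 14 Wnt pathway genes, 1 was called higher and 1 lower in adipogenic cells and 2 were called higher in chondrogenic cells. None was called in osteogenic cells, where 3 had an adjusted p under 0.05 over all genes tested and 4 when adjusted over the list alone. For the progenitor markers and Wnt targets both counts were equal in each induction.

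The study described 2 cell states after adipogenic induction, ADIPOQ+ adipocytes and SWAT cells (structural, Wnt-regulated cells marked by MGP), and their signatures were compared with non-induced cells. The ADIPOQ+ signature had a median log2 fold change of 2.68 in adipogenic (camera adjusted p = 1.25e-32), −0.97 in chondrogenic (2.25e-07) and 0.97 in osteogenic cells (1.33e-18). The SWAT signature had a median of −1.15 in adipogenic (camera adjusted p = 0.000110), −0.10 in chondrogenic (0.741) and −0.45 in osteogenic cells (4.76e-05). Fry called the same 5 of the 6 tests. With an estimated correlation, only the ADIPOQ+ signature in adipogenic (0.00522) and osteogenic cells (0.0217) remained under 0.05, and the SWAT signature gave 0.252 in adipogenic cells. The study picked the SWAT genes by comparison with ADIPOQ+ cells, not with progenitors. Against day 0 progenitors, the SWAT median was 0.13 in adipogenic cells (camera adjusted p = 0.244 over 44 further tests). Of its genes, 13 were called higher and 7 lower. In non-induced cells the median against day 0 was 1.51, so the decrease was relative to cells in which the signature had risen.

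**Figure D3:**
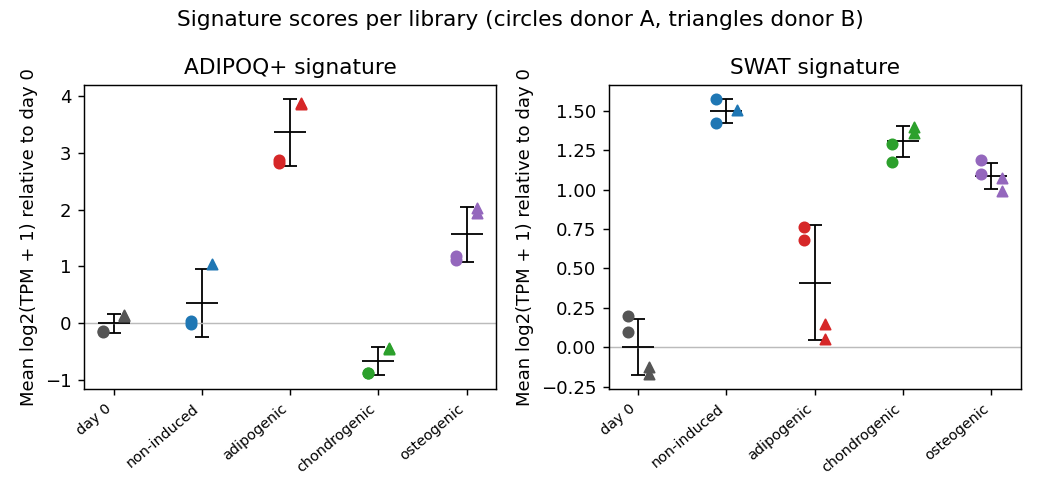
Mean log2(TPM + 1) of the tested signature genes in each library, relative to the mean of day 0 progenitors; points are libraries (circles donor A, triangles donor B), and bars show the mean ± SD over 4 libraries, or 3 for non-induced cells. The SWAT score was higher in non-induced than in adipogenic cells (0.411).

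The change over 3 days without inducers was taken from non-induced cells against day 0 progenitors. This contrast gave 1980 called genes, 1389 higher and 591 lower. Higher genes made up 70.2% of the calls as deposited, 59.6% after median-ratio scaling and 54.3% after quantile normalization, and the median of all genes was 0.12. SLC40A1 (6.35), MGP (6.03) and RARRES2 (5.98) had the largest increases, and MT1X (−4.06), EREG (−3.92) and TRIB3 (−3.83) the largest decreases. MGP rose from 1.80 ± 0.619 (SD, n = 4) to 200 ± 157 TPM (SD, n = 3; SE 0.37, limma adjusted p = 5.90e-10). In adipogenic cells MGP was at 205 ± 21.7 TPM (SD, n = 4), with no call against non-induced cells (0.20, SE 0.37, limma adjusted p = 0.687). The donors moved in opposite directions in this contrast, from a mean of 109 to 221 TPM in donor A and from 382 TPM in the single non-induced library to a mean of 189 TPM in donor B, and this difference was not tested. MGP was at 278 ± 62.9 TPM in chondrogenic (SD, n = 4) and 618 ± 384 TPM in osteogenic cells (SD, n = 4).

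Adipogenic cells against day 0 progenitors gave 2774 called genes, 1283 higher and 1491 lower. The majority changed side with the scaling, to 1486 higher and 1268 lower after median-ratio scaling and 1377 higher and 1310 lower after quantile normalization. Between the inductions, 2626 genes were called for adipogenic against chondrogenic cells, 1993 for adipogenic against osteogenic cells and 1297 for chondrogenic against osteogenic cells. Higher genes made up 35.2% of the calls in the first of these and 27.6% in the second as deposited, against 45.3% and 40.3% after median-ratio scaling. After quantile normalization these were 47.3% in the first and 812 of 1888 calls in the second. The median of all genes was −0.14 and −0.13 in these contrasts.

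To separate shared from selective responses, the calls were intersected. The 3 inductions shared 39 genes higher and 122 lower than in non-induced cells. These contrasts share their control libraries. Simulated groups without any change gave at most 1 such gene in either direction over 20 simulations, and groups whose changes were dealt to genes independently gave on average 1.90 higher and 5.85 lower. Fold changes correlated across genes, which are not independent, with r = 0.197 for adipogenic and chondrogenic, 0.497 for adipogenic and osteogenic and 0.341 for chondrogenic and osteogenic cells. Unchanged groups gave mean r of 0.576, 0.577 and 0.572, above all 3 observed values. In unchanged groups the shared control libraries alone give this r, so it is no measure for groups with real changes. Groups whose changes were dealt independently gave mean r of 0.0520, 0.0665 and 0.0813, below all 3 observed values. Without the fold change limit the shared counts rose to 188 and 656. Selectively higher against the other 3 day 3 groups were 338 genes in adipogenic, 314 in chondrogenic and 36 in osteogenic cells.

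To see whether donors responded alike, the difference between their responses was tested against day 0. The adipogenic response differed for 200 genes, 101 with a larger and 99 with a smaller log2 fold change in donor B. A fit of the compared groups alone gave 102 genes.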

Values the study reported

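The study reported 3,268 differentially expressed genes between 0 and 3 d of adipogenic differentiation, against 1,908 between 3 and 7 d and 413 between 7 and 14 d. These counts came from its adipogenic time course, whose later days are not among the libraries used here. They were made with DESeq2 at a threshold that was not stated, so they are no direct counterpart of the counts above.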

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

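The tests in this part were chosen after the results were seen, except the test of donor differences in adipogenic cells, which belonged to the design. Responses to induction differed between the donors by a limma interaction test against day 0 progenitors, for 200 genes in adipogenic, 194 in chondrogenic and 319 in osteogenic cells. Among 111 pairs of an induction and a gene named in the report, 25 were called. Differences are given as log2 fold change in donor B minus donor A.

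In adipogenic cells the difference was 1.55 for ADIPOQ, 2.12 for LPL, 1.07 for CEMIP and 1.11 for CD36. It was −1.24 for SFRP2, −1.02 for BDKRB2, −1.13 for COLEC12, −1.87 for HP, −1.80 for SFRP4 and −1.55 for MT1X. In chondrogenic cells it was 2.57 for FABP4, 1.95 for GREM1, 1.88 for CEMIP, 1.20 for BDKRB2, 2.06 for CD36, 1.58 for LINC01050 and 1.48 for SLC40A1. In osteogenic cells it was 1.97 for ADIPOQ, 1.95 for PLIN1, 1.48 for CD36, 1.94 for SLC40A1, 2.01 for MGP, 1.54 for RARRES2, −1.14 for THY1 and −1.67 for LINC01050.

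The osteogenic libraries of donor A and donor B lay in different parts of the deposited table, which might reflect a batch. The other libraries let the difference between the parts be estimated, since those of 7 combinations of group and donor lay in both. With a term for the part in the fit over all 14547 tested genes, 253 genes were called, and 220 of the 319 were called in the same direction, among them the 8 osteogenic genes named above. This argues against a batch that follows the column order as the whole cause. For the genes of the 319 that lost their call it stays open. The donors themselves remain an untested explanation, as does any batch that does not follow the column order. With 2 libraries per donor and group, differences between cultures of one donor are covered only in part.

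One outlying library was found in 124 groups of 4 libraries tested, for THY1 in day 0 progenitors, where a library of donor A, at 102 TPM, lay apart and its gap to the nearest library was 0.881 of the range on the log2 scale. About 6.2 would be found by chance, so no explanation was sought.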

How the results depend on the processing

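Counts of called genes per contrast, of shared and of selective genes lay between 0.806 and 1.18 times their value in the fits that each left out 1 library. Under the other alternatives they stayed within 1.5 times, except as given here. Without the fold change limit, the 8 contrasts gave 7584, 4400 and 3257 genes for the adipogenic, chondrogenic and osteogenic inductions against non-induced, 7141 for non-induced and 8904 for adipogenic against day 0, 8151 and 7656 for adipogenic against chondrogenic and osteogenic, and 5731 for chondrogenic against osteogenic cells. The shared genes then numbered 188 higher and 656 lower, and the selective genes 1318, 1067 and 441. A lower limit admits more genes by construction. Genes higher in all 3 inductions numbered 63 with a pseudocount of 0.1. Genes selective for osteogenic cells numbered 21 at an adjusted p under 0.001 and 87 in donor A only. The donor difference in adipogenic cells held 102 genes in a fit of the compared groups alone, 380 without the fold change limit and 47 at an adjusted p under 0.001. In chondrogenic and osteogenic cells the donor difference held 72 and 92, 334 and 632, and 38 and 27 genes under these 3 alternatives, against 194 and 319. Of the counts by direction, 982 genes were higher in adipogenic than in non-induced cells after quantile normalization (652 as deposited), 951 were higher in adipogenic than in osteogenic cells in donor A only (550), 172 were higher in osteogenic than in non-induced cells at an adjusted p under 0.001 (259), and every count by direction rose by more than 1.5 times without the fold change limit. The share of the first principal component was 28.1% with a pseudocount of 0.1, which moved it by more than its jackknife standard error of 9.24. Where not stated, the cause was not tested.

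In donor B only, the single non-induced library allowed no test against that group. The ADIPOQ+ medians there were 2.79, −1.30 and 0.83 and the SWAT medians −1.40, −0.20 and −0.58 in adipogenic, chondrogenic and osteogenic cells. With an estimated correlation the medians are unchanged by construction, and −1.15 and −0.45 for SWAT in adipogenic and osteogenic cells and −0.97 for ADIPOQ+ in chondrogenic cells were no longer called. Leaving out each library gave the SWAT median in chondrogenic cells a range from −0.26 to 0.11, the latter without the non-induced library of donor B.

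Replicate numbers did not pair the samples. Differences between the replicates correlated between groups of one donor with r from −0.0747 to 0.290. With a replicate block the adipogenic, chondrogenic and osteogenic inductions gave 2372, 1281 and 572 genes. The block changed no call among the single genes reported. For TGF-beta in osteogenic cells and proliferation in non-induced cells against day 0 it gave an adjusted p of 0.0636. The log2 fold changes of BGLAP in adipogenic cells (0.0266, limma adjusted p = 0.977) and SNAI2 in non-induced cells against day 0 (0.0029, 0.990) changed sign and were not called.

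The other changes of direction were in values that were not called as deposited or after the change. DKK1 in chondrogenic cells, at −0.41 in donor A only, had an adjusted p of 0.0367 and fell short of the fold change limit. Without a filter, Wnt feedback was −0.0127 in adipogenic and 0.0077 in chondrogenic cells. With the stricter filter, cAMP was −0.24 in adipogenic and −0.26 in osteogenic cells, Wnt feedback −0.55 in adipogenic and proliferation −0.0554 in chondrogenic cells. COL10A1 was 0.0050 in osteogenic cells and −0.0224 in non-induced against day 0 after median-ratio scaling, and 0.0458 and −0.21 after quantile normalization. Without the donor term, DKK1 in chondrogenic cells was −0.0167 and ENG in osteogenic cells −0.0133. In the fit of the compared groups alone, proliferation, FRZB and DKK1 in chondrogenic cells were −0.0276, −0.0060 and −0.0537, and BGLAP in adipogenic cells 0.0782. In donor A only, cAMP was −0.0071 in chondrogenic and −0.0315 in osteogenic cells, COL10A1 0.13 in adipogenic and 0.11 in osteogenic cells, BGLAP 0.13 in adipogenic, FRZB −0.24 in chondrogenic and SNAI2 −0.0256 in osteogenic cells. Against day 0 the non-induced cells of donor A had −0.45 for FABP4, −0.0753 for COL10A1, 0.56 for BGLAP and 0.0522 for SNAI2.

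Across the fits that each left out 1 library, non-induced against day 0 ranged from −0.17 to 0.14 for COL10A1, −0.0524 to 0.32 for FRZB and −0.0664 to 0.0965 for SNAI2. In adipogenic cells COL10A1 ranged from −0.41 to 0.0178 and BGLAP from −0.55 to 0.34. In chondrogenic cells cAMP ranged from −0.0045 to 0.14, proliferation from −0.11 to 0.15, Wnt feedback from −0.14 to 0.0525, FRZB from −0.14 to 0.24 and DKK1 from −0.13 to 0.21. In osteogenic cells cAMP ranged from −0.0085 to 0.20, COL10A1 from −0.15 to 0.16 and ENG from −0.0845 to 0.14. Leaving out 1 library also took ENG past the fold change limit in chondrogenic cells (−1.01) and in non-induced cells against day 0 (1.00), FRZB in adipogenic cells (1.11), each without replicate 2 of non-induced donor A, and DKK1 in adipogenic cells (−1.06 and −1.07 without either adipogenic library of donor A). COMP in osteogenic cells reached 1.21 without the non-induced library of donor B and 1.02 after median-ratio scaling. It reached 1.08 without replicate 1 and 1.02 without replicate 2 of osteogenic donor B. In donor A only, SFRP2 in adipogenic (−0.92) and ALPL in osteogenic cells (−0.73) were not called, nor were ADIPOQ (−0.63) and LPL (−0.67) in chondrogenic cells, while ENG was called lower in chondrogenic cells (−1.03). Leaving out a library in the test of donor differences left 1 library for a donor and group, so no such fit was made. The read depth, which was not examined, limits every statement on genes near the filter.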

Other observations

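The tests in this part were chosen after the results were seen, with 3 exceptions. These were the 20 response tests, the counts of other splits of the libraries and the match to the mitochondrial genome.

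Each of the 8 counts of called genes was reached by 1 of 35 splits of the compared libraries, the real one. The same held for both signatures in all 3 inductions, except the SWAT signature in chondrogenic cells, where 18 of 35 splits gave a median as large. Among 100 regroupings of the day 3 libraries, 2 gave as many genes higher in all 3 inductions, and 1, the real one, gave as many genes lower in all 3, as many selective genes for each induction and as many called marker genes.

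The SWAT signature was higher in non-induced cells than in day 0 progenitors, with a median log2 fold change of 1.51 (camera adjusted p = 1.12e-09 over 44 further tests, 0.213 with an estimated correlation). It was as large in 1 of 35 splits. Non-induced cells received no adipogenic stimulus. The scaling of the libraries did not account for it, since the median was 1.47 under quantile normalization. Adipocyte markers rose in donor A as well, with 0.94 for PLIN1, 0.69 for LPL and 0.55 for ADIPOQ (limma adjusted p = 0.00176, 0.0399 and 0.0480), so adipocytes were not shown to be absent there. Their levels stayed far below those of adipogenic cells, with 2.45, 0.685 and 0.625 TPM in non-induced cells of donor A against 340, 41.5 and 168 TPM after adipogenic induction, and FABP4 in the same donor had 15.1 TPM at day 0, 10.9 TPM in non-induced and 783 TPM in adipogenic cells. The SWAT median in donor A was 1.49, so adipocytes that form without inducers did not account for the whole rise. Medium and time in culture changed together between these groups and cannot be told apart. CTHRC1 and DCN, chosen after their values were seen, went from 86.1 and 981 TPM at day 0 to 945 and 3927 TPM in non-induced cells, and to 33.9 and 1423 TPM in adipogenic cells. MGP had 109 TPM in non-induced and 221 TPM in adipogenic cells of donor A, against 382 and 189 TPM in donor B. Bulk values do not show which cells carried these transcripts.

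Of 14 glucocorticoid response genes, 10 were among the 39 genes higher in all 3 inductions, a number that none of 10000 random lists matched on mean expression reached (permutation p = 0.0001, the smallest they can give). This is consistent with dexamethasone, which every cocktail held, as a hypothesis. The list was higher in each induction than in non-induced cells (medians 3.30, 1.85 and 1.96, camera adjusted p of 3.73e-14, 3.73e-14 and 2.65e-15, each under 0.05 with an estimated correlation). It was lower in non-induced cells than at day 0 (−1.41, camera adjusted p = 2.49e-07, 0.118 with an estimated correlation). In all 4 contrasts 1 of 35 splits was as large. Against day 0 progenitors, the medians of the 3 inductions were 1.22, 0.29 and 0.21 (camera adjusted p = 0.000194, 0.154 and 0.541 over 44 further tests). The chondrogenic and osteogenic lists were thus not called against day 0, and the low level of the non-induced cells is part of the differences from them.

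Adipocyte genes were higher in osteogenic cells. If dexamethasone gave this whatever else was added, they would also be higher in chondrogenic cells, where the median of the ADIPOQ+ signature was −0.97. The data leave open that another ingredient changes the response, which was not tested.

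The TGF-beta list was higher in chondrogenic cells, whose cocktail held TGF-β1 (1.94, camera adjusted p = 2.61e-14; 1 of 35 splits). Its medians were −0.56 in adipogenic (0.372; 1 of 35 splits) and 0.03 in osteogenic cells (0.0445; 25 of 35), and 0.66 in non-induced cells against day 0 (0.0842; 1 of 35). In the last of these the list passed with camera without a filter (0.0331), after quantile normalization (0.0498), in the fit of the compared groups alone (0.0269) and in donor A only (0.0266). The cAMP list was not called in adipogenic cells (0.78, camera adjusted p = 0.0825; 2 of 35), in chondrogenic (0.04, 0.695; 28 of 35) or osteogenic cells (0.10, 0.695; 16 of 35), or in non-induced cells against day 0 (0.52, 0.695; 1 of 35). The proliferation list was lower in adipogenic (−0.74, camera adjusted p = 0.0292; 1 of 35) and higher in osteogenic cells (0.84, 3.75e-08; 1 of 35), with 0.02 in chondrogenic cells (0.766; 33 of 35) and 0.47 in non-induced cells against day 0 (0.0484; 2 of 35). With an estimated correlation only the TGF-beta call in chondrogenic cells held among these. The proliferation call in adipogenic cells was lost without the non-induced library of donor B (adjusted p = 0.0817), and the calls of proliferation in non-induced cells and of TGF-beta in osteogenic cells were lost without that library or day 0 libraries of donor A (0.153, 0.0653 and 0.109) and without replicate 1 of non-induced donor A or replicate 2 of osteogenic donor A (0.0993 and 0.0572), in that order. Other settings lost these calls too. With the stricter filter the adjusted p was 0.122 for proliferation in adipogenic cells, 0.120 for proliferation in non-induced cells and 0.0537 for TGF-beta in osteogenic cells. Without the donor term it was 0.0679, 0.109 and 0.153 in the same order. Proliferation had 0.0718 in adipogenic cells of donor A only and 0.103 in non-induced cells after quantile normalization. Fry kept each of these calls and also called the TGF-beta and cAMP lists in adipogenic cells and the TGF-beta, cAMP and Wnt feedback lists in non-induced cells against day 0. The cAMP list in adipogenic cells passed with camera in donor A only (1.22), without the non-induced library of donor B (0.93) and without replicate 2 of adipogenic donor B (0.89). Wnt feedback genes, of which 5 of 10 were tested, were not called, with 0.10 (camera adjusted p = 0.653; 12 of 35), −0.06 (0.852; 24 of 35) and −0.08 (0.821; 20 of 35) in the inductions and 0.43 (0.428; 3 of 35) in non-induced cells.

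The median of all genes lay at −0.18 in adipogenic against non-induced cells. With the 100 most abundant genes of each library left out (158 genes in all) and the rest rescaled, it came to −0.0168, as a few genes taking more of the fixed total would give. The calls went from 652 higher and 1708 lower to 1027 higher and 1549 lower, so this accounted for part of the excess of lower genes. It did not account for the whole excess, since higher genes made up 39.9% of the remaining calls.

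MTRNR2L9, chosen after its values were seen, had 874 to 2529 TPM. A possible explanation is mitochondrial transcripts assigned to a nuclear copy. Its sequence on hg38 matched the mitochondrial genome of that build at 92.1% identity over 441 bases. The limit first set was 95%. It was lowered before the match was run and set back to 95% after the value was seen, so the outcome depends on that limit. The match did not reach it and was not absent, and reads were not analysed here, so this stays open.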
